A study of Mus musculus with 768 samples.

How the data were processed

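Single cells from mouse cochlear organoids were profiled on culture days 1, 3 and 7. Per the labels, cells of the greater epithelial ridge (GER, the epithelium beside the hair cells on the inner side of the cochlear duct) were enriched by flow cytometry from Sox2-GFP/Fgfr3-CreERT2/Ai14-tdTomato mice on postnatal day 2. They were grown in a medium with EGF, FGF2, IGF1, the GSK3 inhibitor CHIR99021, valproic acid and a TGFβ receptor inhibitor. Organoids were dissociated with trypsin, single cells were picked by hand, and each cell was made into a SmartSeq2 library, a full-length cDNA method without molecular identifiers. Each of the 768 cells is a sample of the series, and the labels give each a day and a replicate number. The replicate was taken here to be the culture, which gave 3 cultures for day 1 (192 cells), 3 for day 3 (255 cells) and 5 for day 7 (321 cells). The labels do not state whether replicate numbers link cultures of different days.

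The authors deposited expected counts per gene and cell (estimated reads, not normalised) in 2 files of 384 cells each. Of the values above 0, 10.6% were not whole numbers. The aligner, the quantification tool, the genome build and the annotation release are not stated. The tables list 52636 genes by versioned Ensembl identifier with a symbol, beside 92 ERCC spike-in sequences and 4 transgenes. The same identifier and version was found in GENCODE M21 (GRCm38) for 93.2% of the genes, and the same identifier without its version for 99.6%. Coordinates are therefore from GRCm38, which may not be the build of the authors, and are given only for genes with the same version. Files are split by cell number and not by day, and were treated as a possible batch. The first file holds day 7 cultures 1 to 4, day 1 culture 1 and day 3 culture 1, and the second holds the other 5 cultures.

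Counts were rounded per cell. A cell was retained with at least 50000 reads on genes, at least 1500 genes with a read and at most 20% of reads on mitochondrial genes. These limits failed 16, 17 and 35 cells in turn, with some cells failing more than 1, so that 57 cells were removed and 711 retained (182, 228 and 301 for days 1, 3 and 7). Counts of the retained cells were summed per culture. Changed genes were tested with edgeR 4.0.16 in R 4.3.3 (TMM normalisation, filterByExpr by day, quasi-likelihood F-test, 1 fit over the 11 cultures with day as the only term). A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05. Numbers of called genes are in part given as percent of the 17466 genes tested. CPM is the summed count of a culture scaled to a common library total with TMM scaling. Fitted fold changes are log2. Their standard error (SE) was derived from the test, as the absolute log2 fold change divided by the square root of the F statistic.

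For each comparison the text names genes from the top of a ranking by log2 fold change. It holds up to 5 genes that rose and 5 that fell, among called genes with no overlap between the CPM of the cultures of both days, a mean CPM of at least 20 in the higher day and a read in at least 20% of its cells. Predicted genes were passed over. In addition, 12 genes were preset (Sox2, Fgfr3, Epcam, Cdh1, Mki67, Top2a, Tecta, Atoh1, Pou4f3, Axin2, Hmga2 and Fos), and from each of the gene lists the 2 members with the smallest adjusted p are named. The 8 lists (S phase, G2/M phase, GER and tectorial membrane, supporting cell, hair cell, otic progenitor, Wnt targets, immediate early) were tested with camera at a preset correlation of 0.01 on log2 CPM (limma 3.58.1), with Benjamini-Hochberg adjustment over 24 tests. The fry test and camera with an estimated correlation stand beside it. The comparisons, tests, gene lists, naming rule and most alternatives were fixed before the data were examined.

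For measures per cell, each retained cell was thinned at random to 200000 reads, and the 695 cells with at least that depth were used. A cell counted as proliferating with a read in at least 3 of Mki67, Top2a, Cdk1, Birc5, Ccnb2 and Tpx2, and as carrying hair cell transcripts with a read in at least 2 of Atoh1, Pou4f3, Gfi1, Myo7a and Pvalb. Genes detected per cell is the median over cells. Cell-to-cell correlation is the mean Spearman correlation over pairs of cells of 1 culture, over the 2000 genes with the largest mean count. Separation of days is the share of the squared distance between cultures explained by day (R2, log2 CPM with a prior count of 2). These values were compared between days with exact permutation tests over all assignments of the cultures, two-sided, with the culture as the unit. Pairwise p values were adjusted with Benjamini-Hochberg over the 3 pairs of days. With 3 cultures against 3 the smallest p is 0.1, and with 3 against 5 it is 0.0179. Intervals of single shares are exact 95% Clopper-Pearson intervals, also for a count of 0. Reads are PCR copies without molecular identifiers, so intervals and floors cover counting error only.

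Retained cells were also clustered (Leiden, resolution 0.5, 15 neighbours, 20 principal components, 2000 variable genes without the S phase and G2/M list genes; scanpy 1.11.5, igraph 0.11.9). Numerical work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

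The edgeR fit was tested on simulated data with 200 changed genes per comparison, drawn from the more highly expressed of the tested genes. It recovered 85% of them for day 3 against day 1, 90% for day 7 against day 1 and 89% for day 7 against day 3, with 11, 6 and 9 false calls. The simulated changes had a log2 size of 2 (77%, 83% and 82% recovered) or 3 (93%, 97% and 96%). Recovery of smaller changes, and of changes in the lowest expressed genes, was therefore not measured. Camera was tested on 100 simulated sets of unchanged data with the 24 tests each. It made at least 1 call in 11 of them, with 17 calls in all. Genes were drawn independently of each other, so false calls that arise from correlated genes of a list were not measured. The correlation of both sets of changes was taken from the same sets, and from 100 sets for each fit without 1 culture, with the gene filter and dispersions of that fit.

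Alternatives were tried for the normalisation (size factors from DESeq2 1.42.0, library totals), the test (DESeq2, limma), the gene filter, the cell filter, equal numbers of cells, equal depth, the deposited file, the replicate number as a block, the days in the fit, and each culture left out in turn. For the measures per cell they were the thinning depth, the number of reads and genes asked for, and the cell filter. Rounding after the sum, an offset for gene length and GC content, the fit of cultures numbered 1 to 3 without a block, and a tdTomato share at equal depth or with at least 5 reads were added after the data were examined. Each p of the tdTomato share under an alternative was adjusted over the 8 transgene tests. The comparison of proliferation between positive and negative cells of a culture, by exact sign flips over cultures, was also added then. Spike-ins and transgenes were left out of the library totals, the comparisons and the clusters.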

Results

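Gene expression was measured in single cells from cochlear organoids in 3 cultures on culture day 1, 3 cultures on day 3 and 5 cultures on day 7. After filtering, 94.8% of the day 1 cells, 89.4% of the day 3 cells and 93.8% of the day 7 cells were retained. The number of retained cells per culture ran from 37 in day 7 culture 2 to 86 in day 1 culture 2. Summed over its retained cells, a day 1 culture had between 26391412 and 65109518 reads on genes, a day 3 culture between 53068566 and 61160322 and a day 7 culture between 31839626 and 72483565. The median retained cell had 703264 reads on day 1, 786776 on day 3 and 876145 on day 7, and a read in 6946.5, 6928 and 6674 genes in the same order. At least 1 read of the epithelial genes Epcam or Cdh1 was present in 99.7% of the retained cells. Mitochondrial genes took a median of 3.36% ± 0.749 of the reads of a cell on day 1 (SD, n = 3 cultures), 3.95% ± 0.642 on day 3 (n = 3) and 4.78% ± 1.13 on day 7 (n = 5).

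The first question was whether cultures of 1 day lay nearer to each other than to cultures of other days. Day explained an R2 of 0.341 of the squared distance between the 11 cultures in log2 CPM, with an exact permutation p of 0.000216, the smallest that the assignments can give. The setting that moved the value most was the use of the 1000 most variable genes, with an R2 of 0.445. The first principal component held 26.4% of the variance and the second 11.5%.

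**Figure D1:**
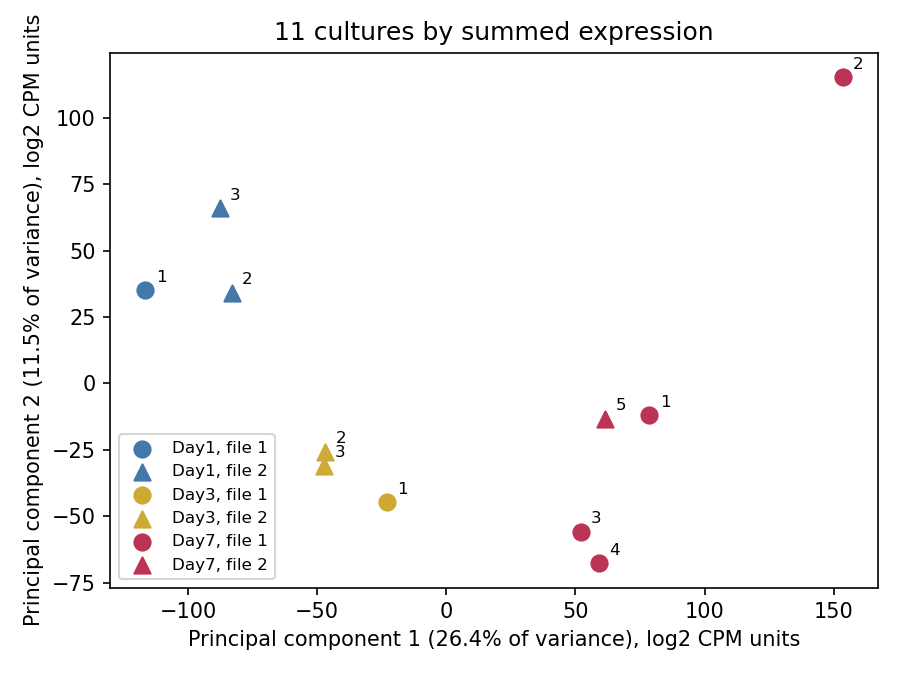
Principal components of log2 CPM in the 11 cultures, with component 1 (26.4% of the variance) on the horizontal axis and component 2 (11.5%) on the vertical axis. Each point is a culture with its replicate number, colours are days and shapes are the 2 deposited files; all 5 day 7 cultures lie to the right of all 6 cultures of the earlier days.

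Day 3 was compared with day 1 to ask which genes differ after the first days of organoid growth. Of 17466 genes tested with edgeR, 2 were called at an adjusted p under 0.05, and 1617 had an unadjusted p under 0.05. The same comparison called 1.53% of these genes with the DESeq2 Wald test, the alternative with the largest count, and 69 genes with limma on mean CPM per cell. Both genes called by edgeR rose. Fbln1 (ENSMUSG00000006369.14, chromosome 15 from 85205949 to 85286535, a protein-coding gene) went from 8.31 ± 4.60 CPM on day 1 (SD, n = 3) to 106.3 ± 19.2 on day 3 (n = 3), a log2 fold change of 3.69 (SE 0.41, edgeR adjusted p 0.0141). Over its 28 alternatives the adjusted p of Fbln1 ran from 1.3e-18 to 0.106. Chac1 (ENSMUSG00000027313.3, chromosome 2 from 119351229 to 119354381, protein-coding) went from 2.36 ± 1.17 to 47.7 ± 7.48 CPM, a log2 fold change of 4.33 (SE 0.54, edgeR adjusted p 0.0237). Its adjusted p ran from 2.0e-14 to 0.449. The call of Fbln1 was lost without day 3 culture 1 or 3 (edgeR adjusted p between 0.0579 and 0.0598). That of Chac1 was lost without any 1 of day 1 culture 2 or 3, day 3 culture 1, 2 or 3, or day 7 culture 1 (edgeR adjusted p between 0.0535 and 0.185). Both were higher in each day 3 culture than in each day 1 culture. A lack of overlap in either direction was seen for 17.99% of all tested genes, where chance gives 10%.

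Day 7 was compared with day 1 to ask how cells of the grown organoids differ from those soon after seeding. In edgeR, 1241 of the 17466 genes (7.11%) were called, 620 higher and the others lower on day 7. With the second file alone 0.716% of the genes were called, the lowest count of any alternative, where day 7 has 1 culture and is assumed to vary like the other days. It was 2311 with the DESeq2 Wald test. Of the 1241 genes, 1174 had no overlap between the CPM of the 3 day 1 and the 5 day 7 cultures. Among all tested genes the share was 17.8%, and chance gives 3.57%. The largest rise under the naming rule was that of Sp8 (ENSMUSG00000048562.7, chromosome 12 from 118846329 to 118852576, protein-coding), which had 3 reads over the day 1 cultures and 5535 over the day 7 cultures. Relative to the library totals this is a ratio of 889, with an exact 95% interval of 304.2 to 4314 for counting error, and the fitted log2 fold change was 9.82 (SE 1.41, edgeR adjusted p 0.00277). Its adjusted p ran up to 0.171, in the second file alone. Next came Ppp1r1b (ENSMUSG00000061718.12, chromosome 11 from 98348404 to 98357796), from 0.299 ± 0.471 to 35.6 ± 14.9 CPM with a log2 fold change of 6.94 (SE 1.03, edgeR adjusted p 0.00306). Tgm2 (ENSMUSG00000037820.15, chromosome 2 from 158116402 to 158146436) rose from 0.568 ± 0.0164 to 43.8 ± 16.5 CPM. Stra6 (ENSMUSG00000032327.14, chromosome 9 from 58063788 to 58153996) rose from 4.07 ± 1.65 to 195.3 ± 90.8 CPM. The calls of Ppp1r1b, Tgm2 and Stra6 held under each of their 28 alternatives, with edgeR, DESeq2 or limma adjusted p up to 0.0147, 0.0326 and 0.0454 in turn. Gabrg3, the next rise in the ranking, lost its call without day 1 culture 2 (edgeR adjusted p 0.0646).

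The largest fall from day 1 to day 7 was that of Ecel1 (ENSMUSG00000026247.13, chromosome 1 from 87147655 to 87156521, protein-coding), from 79.8 ± 14.4 CPM (SD, n = 3) to 0.136 ± 0.177 (n = 5), with a log2 fold change of -9.01 (SE 0.93, edgeR adjusted p 0.000570). Sprr1a (ENSMUSG00000050359.7, chromosome 3 from 92483952 to 92485895) fell from 105.5 ± 32.2 to 0.294 ± 0.440 CPM, with a log2 fold change of -8.37. Prss56 (ENSMUSG00000036480.9, chromosome 1 from 87183313 to 87188405) fell from 74.1 ± 39.6 to 0.314 ± 0.440 CPM, with a log2 fold change of -7.77. The calls of these 3 genes held under each of their 28 alternatives, with adjusted p up to 0.00476, 0.00863 and 0.0425 in turn. Podn (ENSMUSG00000028600.15, chromosome 4 from 108014791 to 108096445) fell from 56.97 ± 31.4 to 0.569 ± 1.01 CPM, with a log2 fold change of -6.59 (SE 1.22, edgeR adjusted p 0.00884) and an adjusted p up to 0.0683. In day 7 culture 3 Podn had 2.35 CPM, far from the other day 7 cultures.

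Day 7 was compared with day 3 to ask which genes differ late in culture. In edgeR, 0.968% of the 17466 genes were called, 32 higher and the others lower on day 7. The calls ran from 20 genes with the second file alone to 3.63% of the genes with the DESeq2 Wald test. There were 35 without day 3 culture 2, the lowest count on leaving out 1 culture, and all 35 were lower on day 7. Only 3 genes were called as higher without day 3 culture 3, and 3 without day 7 culture 1, so the rises rest on single cultures more than the falls do. All but 1 of the genes called by edgeR had no overlap between the cultures of both days, against 8.13% of all tested genes and 3.57% by chance. Sp8 had the largest rise under the naming rule, from 0.435 ± 0.411 to 26.01 ± 15.9 CPM (log2 fold change 5.88, SE 1.07, edgeR adjusted p 0.0272). Its call was lost without day 3 culture 1 or 2 or day 7 culture 1 (edgeR adjusted p between 0.0548 and 0.137), and over all alternatives its adjusted p ran from 3.0e-05 to 0.364. Stra6 rose from 10.5 ± 8.81 to 195.3 ± 90.8 CPM (log2 fold change 4.22, SE 0.62, edgeR adjusted p 0.00931). Its call was lost without day 3 culture 2 (edgeR adjusted p 0.0546), and the adjusted p ran from 1.5e-16 to 0.180. Nefm (ENSMUSG00000022054.11, chromosome 14 from 68082590 to 68124846) fell from 89.8 ± 25.6 to 1.498 ± 0.782 CPM (log2 fold change -5.88, SE 0.62, edgeR adjusted p 0.00156), and its adjusted p ran up to 0.103, in the second file alone. Cldn1 (ENSMUSG00000022512.2, whose version is not in GENCODE M21) fell from 35.2 ± 11.6 to 0.613 ± 0.563 CPM (log2 fold change -5.84, SE 0.78, edgeR adjusted p 0.00568), and its call held under each of its 28 alternatives with an adjusted p up to 0.0354. Further down the ranking were Heyl, Gstm2 and Id3, which rose, and Sdr16c5, Chrnb4 and Penk, which fell. Each of them lost its call when certain single cultures were left out (edgeR adjusted p up to 0.145).

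**Figure D2:**
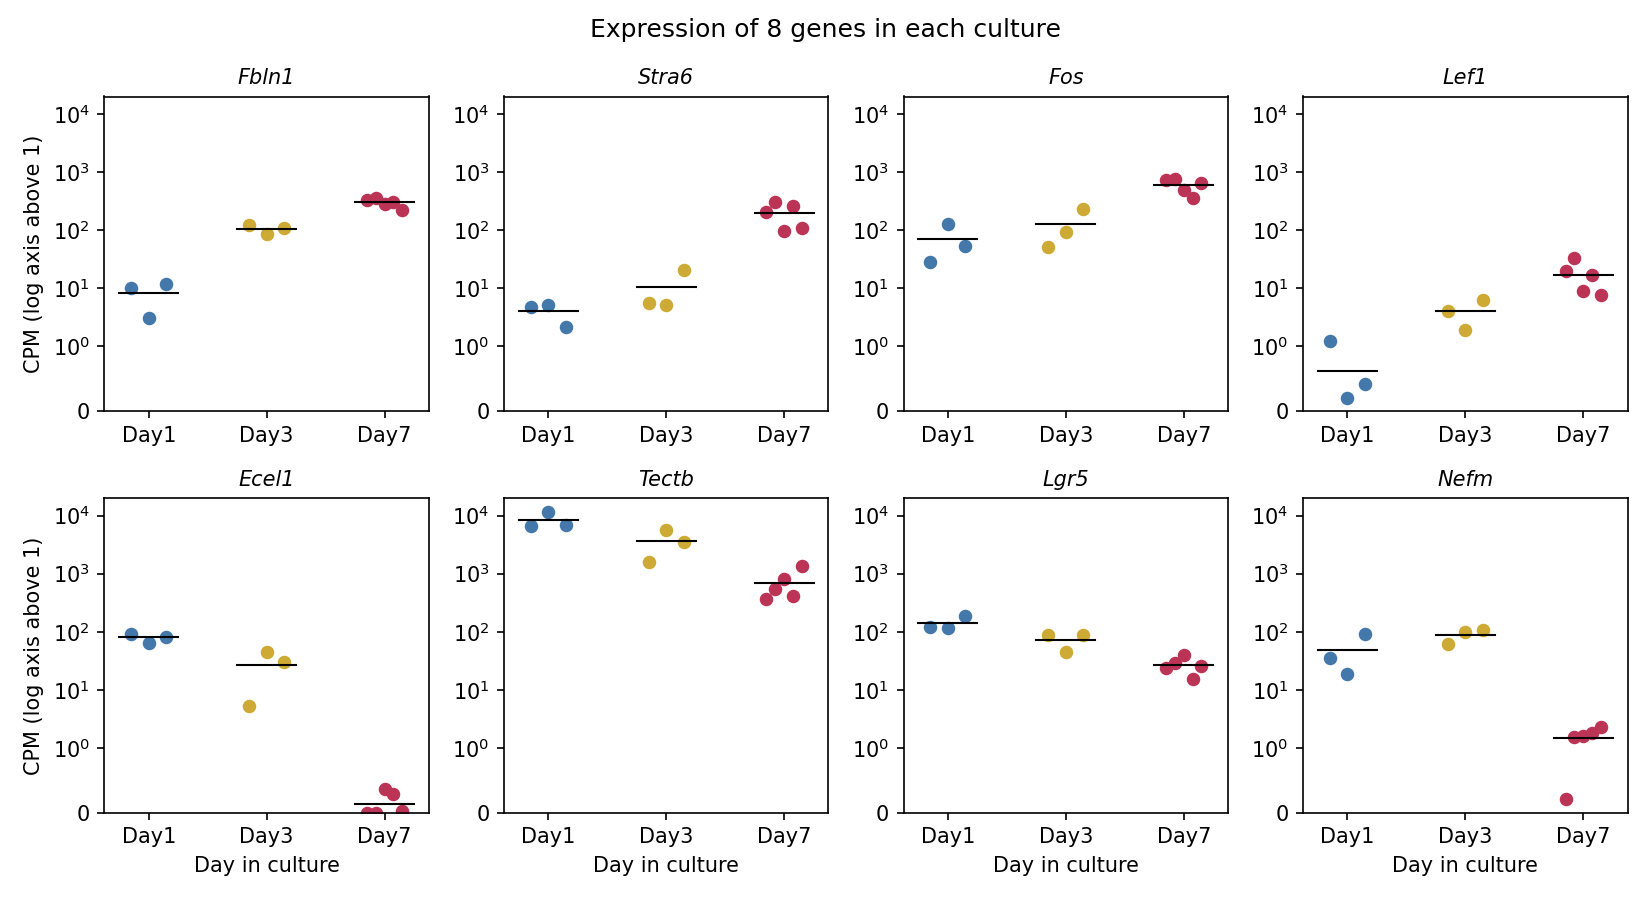
CPM of 8 genes in each culture by day, on an axis that is linear from 0 to 1 and logarithmic above. Points are cultures (3, 3 and 5) and lines are means; mean Fbln1 was 8.31, 106.3 and 300.75 CPM and mean Ecel1 79.8, 26.8 and 0.136 CPM on days 1, 3 and 7.

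The preset genes include the genes that drive the reporters of these mice. Sox2 (18.3 ± 1.44, 14.7 ± 6.57 and 10.7 ± 3.09 CPM on days 1, 3 and 7; SD, n = 3, 3 and 5), Fgfr3 (1.43 ± 1.40, 1.97 ± 1.57 and 2.69 ± 2.78 CPM), Tecta, Axin2 and Atoh1 were not called in any of the 3 comparisons. Their edgeR adjusted p for day 7 against day 1 was 0.207, 0.759, 0.189, 0.0904 and 0.781 in this order. Over the alternatives of that comparison the adjusted p ran from 0.108 to 0.545 for Sox2, 0.286 to 0.985 for Fgfr3, 0.0194 to 0.582 for Tecta, 0.0349 to 0.671 for Axin2 and 0.0313 to 0.878 for Atoh1. Without day 7 culture 4, Atoh1 was called, with an edgeR adjusted p of 0.0313 against day 1 and 0.0372 against day 3.

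For day 7 against day 1, 6 preset genes were called. Epcam fell (log2 fold change -0.86, SE 0.18, edgeR adjusted p 0.0164), as did Cdh1 (-1.48, SE 0.34, edgeR adjusted p 0.0242) and Hmga2 (-2.33, SE 0.62, edgeR adjusted p 0.0407). Mki67 rose (1.95, SE 0.52, edgeR adjusted p 0.0408), as did Top2a (1.88, SE 0.51, edgeR adjusted p 0.0436) and Fos (3.11, SE 0.58, edgeR adjusted p 0.00880). The call of Fos held when any 1 culture was left out and was lost in the second file alone (edgeR adjusted p 0.0836, the highest of its range from 1.3e-05). The other 5 calls were each lost without certain single cultures. Without day 1 culture 2 or 3 Epcam was not called (edgeR adjusted p between 0.0567 and 0.0792), and without any 1 of the day 1 cultures Cdh1 was not (0.0523 to 0.0839). The calls of Hmga2, Mki67 and Top2a lay close to the threshold. Without day 3 culture 2, which is in the fit but not in this comparison, they were lost. The log2 fold changes were then -2.32, 1.95 and 1.88, nearly those of the main fit. These 3 calls were lost when any 1 of 8 cultures was left out. For Hmga2 these were the 3 day 1, the 3 day 3 and day 7 cultures 2 and 4 (edgeR adjusted p 0.0509 to 0.145). For Mki67 they were day 1 cultures 1 and 2, the 3 day 3 and day 7 cultures 1, 3 and 4 (0.0550 to 0.161), and for Top2a the same with day 7 culture 2 in place of culture 1 (0.0529 to 0.175). Over all alternatives the adjusted p ran up to 0.190 for Epcam, 0.0839 for Cdh1, 0.145 for Hmga2, 0.724 for Mki67 and 0.961 for Top2a. Pou4f3 was called for day 7 against day 3 (log2 fold change -9.30, SE 1.90, edgeR adjusted p 0.0418), with 10 reads on day 7 and 3748 on day 3. That call was lost when any 1 of the 8 cultures of these days was left out (edgeR adjusted p 0.0634 to 0.144, within a range over all alternatives of 0.00962 to 0.144).

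The gene lists ask how the cell cycle, markers of cochlear cell types, Wnt target genes and immediate early genes differ with days in culture. Camera called 17 of the 24 tests at an adjusted p under 0.05. With fry, 11 were called, and with camera at an estimated correlation 0 were. The 11 were G2/M phase for days 3 and 7 against day 1, S phase and supporting cell for day 7 against day 1, supporting cell and hair cell for day 7 against day 3, immediate early for day 7 against both earlier days, and Wnt targets in all 3 comparisons. The G2/M phase list (45 genes) had a median log2 fold change of 1.93 for day 3 against day 1 (camera adjusted p 2.9e-45) and 2.35 for day 7 against day 1 (1.2e-31), with 45 of 45 genes higher in each. For day 7 against day 3 it was 0.27 (camera adjusted p 0.0644). The S phase list (38 genes) had medians of 0.64 (camera adjusted p 9.2e-13, 36 genes higher), 0.80 (8.4e-12, 38 higher) and 0.22 (0.0276, 31 higher). Single genes of the G2/M list were called 0 times for day 3 against day 1 over all genes and 44 times adjusted over the list alone. For day 7 against day 1 the counts were 37 over all genes and 44 adjusted over the list alone. For the S phase list they were 0 and 8 (adjusted over the list alone) for day 3 against day 1, and 12 and 16 for day 7 against day 1. For day 7 against day 3 neither list had a called gene by either adjustment. Nusap1 (3.15) and Ncapd2 (2.43) had the smallest adjusted p of the G2/M list for day 7 against day 1, and Cdca7 (2.04) and Mcm6 (1.33) of the S phase list, each given with its log2 fold change. The Mcm6 call was lost without day 1 culture 1 or 2 (edgeR adjusted p between 0.0622 and 0.0777, of a range up to 0.687).

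The list of GER and tectorial membrane genes (13 genes) had medians of -0.72 (camera adjusted p 0.000474, 10 genes lower), -0.10 (0.0737, 9 lower) and 0.68 (0.385, 9 higher) for day 3 against day 1, day 7 against day 1 and day 7 against day 3. Over all genes 0, 2 and 1 of them were called, and 1, 3 and 3 adjusted over the list alone. Tectb fell from 8308 ± 2690 to 691.7 ± 401.2 CPM between days 1 and 7 (log2 fold change -3.59, SE 0.46, edgeR adjusted p 0.00166) and Otog had a log2 fold change of -1.45. Tecta, the other tectorin, was at 2327 ± 857, 1416 ± 294.02 and 1546 ± 454.4 CPM on days 1, 3 and 7. The supporting cell list (10 of 11 genes tested) had medians of -0.24 (camera adjusted p 0.0317, 6 lower), -0.68 (0.00577, 7 lower) and -0.08 (0.0385, 5 lower and 5 higher). Over all genes 0, 3 and 2 were called, and 0, 3 and 3 adjusted over the list alone. Lgr5 went from 140.95 ± 40.7 to 26.8 ± 8.74 CPM between days 1 and 7 (log2 fold change -2.39, SE 0.30, edgeR adjusted p 0.00158) and Slc1a3 from 145.2 ± 5.11 to 57.8 ± 12.9. The hair cell list (14 of 15 genes tested) had medians of 2.65 (camera adjusted p 1.6e-06, 14 higher), -3.40 (0.0635, 12 lower) and -7.87 (1.3e-11, 14 lower). For day 7, 3 of its genes had 3 reads or fewer, and with these set to 3 reads over the day the last median was -7.91. Over all genes 0, 0 and 2 were called (Pou4f3 and Pvalb), and 0, 6 and 11 adjusted over the list alone. Like that of Pou4f3, the Pvalb call was lost without any 1 of the 8 cultures of days 3 and 7 (edgeR adjusted p 0.0505 to 0.191). The hair cell median for day 3 against day 1 ran from 1.09 with limma to 8.54 with the second file alone, and that for day 7 against day 3 from -11.83 to -2.03. Without day 1 culture 1 the list median was 8.01 for day 3 and 1.41 for day 7, both against day 1.

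The otic progenitor list (11 of 12 genes tested) had medians of 0.10 (camera adjusted p 0.755), 0.62 (0.385) and -0.05 (0.335). Its mean was -0.22 for day 3 against day 1, where the test was also downward and the median was not. The mean was -0.29 for day 7 against day 1, where the test was upward like the median, and -0.06 for day 7 against day 3, where the test was upward and the median was not. Over all genes 0, 5 and 1 were called, and 1, 8 and 5 adjusted over the list alone. Among them Fst fell from 90.6 ± 42.8 to 2.69 ± 2.77 CPM between days 1 and 7 (log2 fold change -5.06, SE 0.79, edgeR adjusted p 0.00390) and Isl1 had a log2 fold change of -1.33. The Isl1 call was lost without day 1 culture 2 (edgeR adjusted p 0.0511, of a range up to 0.188). The Wnt target list (10 of 11 genes tested) had medians of 0.82 (camera adjusted p 0.00577, 8 higher), 1.25 (1.4e-05, 9 higher) and 0.83 (0.000426, 8 higher). Over all genes 0, 4 and 0 were called, and 1, 7 and 3 adjusted over the list alone. Lef1 rose from 0.614 ± 0.535 to 17.2 ± 10.1 CPM between days 1 and 7 (log2 fold change 4.82, SE 0.79, edgeR adjusted p 0.00520) and Nkd1 had a log2 fold change of 2.26. The immediate early list (14 genes) had medians of 0.47 (camera adjusted p 0.00972, 12 higher), 1.82 (1.9e-08, 13 higher) and 1.33 (1.6e-09, 12 higher). Over all genes 0, 8 and 2 were called, and 0, 10 and 9 adjusted over the list alone. Fosb (log2 fold change 3.39) and Ier2 (2.15) had its smallest adjusted p for day 7 against day 1.

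Measures per cell were taken at equal depth. The share of proliferating cells was 19.8% ± 3.64 on day 1 (SD, n = 3), 61.99% ± 6.82 on day 3 (n = 3) and 58.1% ± 23.9 on day 7 (n = 5), and it differed between days in an exact permutation test (p 0.0351, eta squared 0.592). Without thinning the means were 23.9%, 66.1% and 61.5%. Asking for at least 5 reads per gene moved the test most among the settings that kept all 11 cultures (eta squared 0.475, exact permutation p 0.0801). In exact permutation tests of pairs of days, day 3 differed from day 1 by 42.2 percentage points (p 0.1, the smallest possible, adjusted 0.15), day 7 from day 1 by 38.3 (p 0.0536, adjusted 0.15) and day 7 from day 3 by -3.94 (p 0.786). None of the 3 pairs passed the threshold after adjustment. Among day 7 cultures the share ran from 25.3% in culture 5 (19 of 75 cells, exact 95% interval 15.99 to 36.7) to 86.96% in culture 3 (60 of 69 cells, 76.7 to 93.9). Within the second file alone, which has 1 day 7 culture, the differences were 39.6, 5.26 and -34.3 percentage points for the same pairs. The difference between days 7 and 3 was 4.24 without day 7 culture 5.

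The share of cells with hair cell transcripts was 1.92% ± 3.33 on day 1 (SD, n = 3), 4.16% ± 1.62 on day 3 (n = 3) and 0.256% ± 0.573 on day 7 (n = 5). This did not pass the threshold in an exact permutation test (p 0.0563, eta squared 0.499), and it did with 7 of the settings that kept all 11 cultures. Pooled over cultures these were 3 cells (1.71%), 9 cells (4.05%) and 1 cell (0.336%). The 3 day 1 cells were all in culture 1, and 0 of 85 and 0 of 38 cells in the other day 1 cultures have exact 95% intervals up to 4.25% and 9.25%. Day 7 minus day 3 was -3.90 percentage points (exact permutation p 0.0179, adjusted 0.0536). Genes detected per cell were 6311 ± 79.2, 6243 ± 225.7 and 5832 ± 547.9 for days 1, 3 and 7 and did not differ between days (exact permutation p 0.2). Cell-to-cell correlation was 0.421 ± 0.0379, 0.418 ± 0.0116 and 0.451 ± 0.0234 and did not either (exact permutation p 0.178), but it did over 500 genes (exact permutation p 0.00844).

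**Figure D3:**
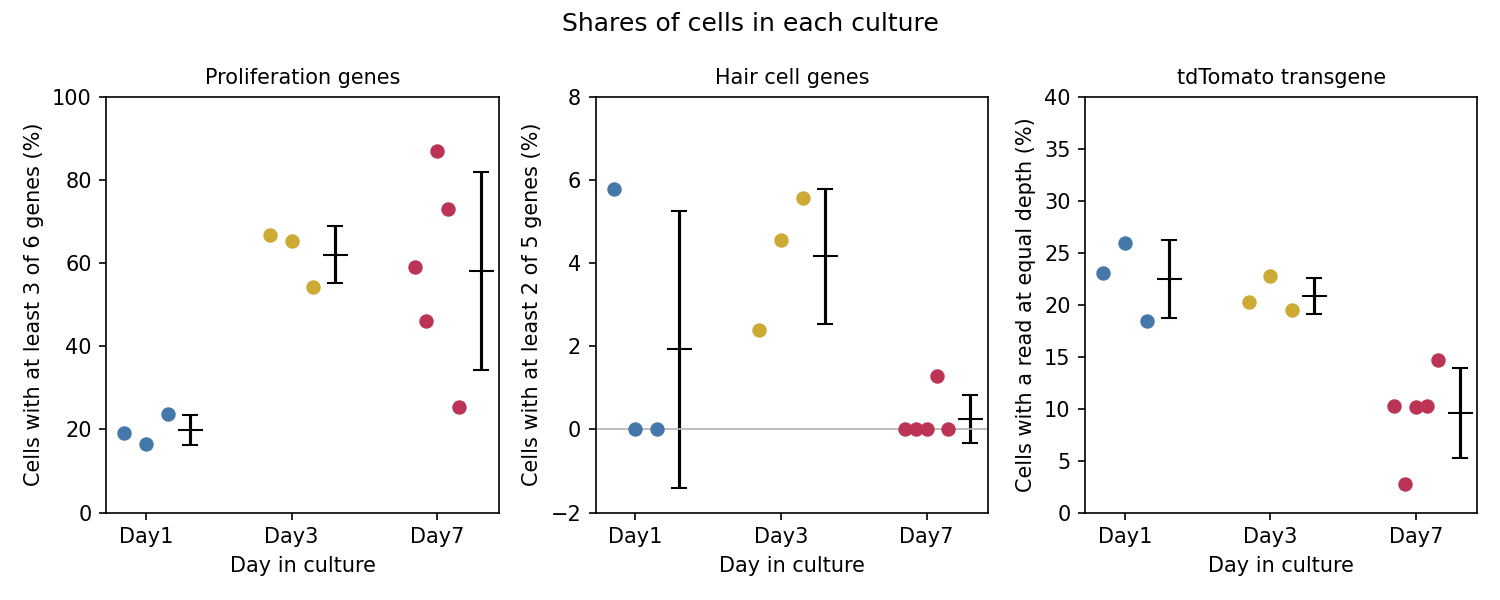
Share of cells (%) in each culture by day for proliferation genes, hair cell genes and the tdTomato transgene, all at equal depth. Points are cultures and bars are the mean and SD; the proliferating share was 19.8% ± 3.64, 61.99% ± 6.82 and 58.1% ± 23.9 on days 1, 3 and 7.

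Across the 17466 tested genes, the log2 fold changes of day 3 and day 7, both against day 1, had a Pearson correlation of 0.54. Genes are not independent replicates, and both comparisons share the day 1 cultures. In 100 simulations of unchanged genes the correlation averaged 0.574 and ran from 0.552 to 0.605, above the measured value. Simulations of each fit without 1 culture, chosen after the data were seen, gave other ranges. The measured value was below all of its own 100 without any 1 of the day 1 cultures (0.614, 0.637 and 0.577, where the lowest simulated values were 0.662, 0.668 and 0.651) or of day 7 cultures 3 to 5. It lay within them without day 3 culture 1 or 2 or day 7 culture 1 or 2, and above them without day 3 culture 3 (0.513, where the highest was 0.511). The measured value is thus not below that of unchanged genes in every fit. No simulation was made for limma, which gave 0.685.

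Clustering of the retained cells gave 6 clusters with 28.97%, 18.4%, 13.2%, 9.28%, 18.3% and 11.8% of the cells. None met the naming conditions for a cell type, so they are described by genes alone and their sizes are not compared between days. The leading genes of the largest cluster were Plk1, Bub1b and Ccnb1. Those of the cluster with 18.4% were Iigp1, Egr2 and Ogn, and those of the cluster with 18.3% were Pcp4, Acbd7 and Slitrk6. Cells of the cluster with 13.2% had a median of 0.618 times the reads of their own culture.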

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

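Of the tests reported here, those of the tdTomato level in positive cells, of the tdTomato share at equal depth, of that with at least 5 reads and of proliferation in positive cells were chosen only after the result was seen. Groups of 5 day 7 cultures were searched for 1 culture far from the others in 63 measures. Chance singles out about 1 in 20 such groups, and 5 measures stood out.

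The share of cells with hair cell transcripts in day 7 culture 4 was 1.28%, far from the other 4 day 7 cultures at 0%. It is 1 cell of 78, with an exact 95% interval of 0.0325 to 6.94. In the other 4 cultures the intervals of the 0 counts ended between 4.80% and 9.49%, so at this number of cells no difference between the day 7 cultures was detectable. Thinned to equal depth, that cell had 3 reads of Pou4f3, 1 read each of Gfi1, Myo7a and Pvalb, and 0 reads of Atoh1. The 9 day 3 cells together had 938 reads of Pou4f3. Pou4f3 itself stood out in the same culture, at 0.147 CPM against 0 in the other 4. Atoh1 stood out there too, at 3.80 CPM against at most 0.0181 in the other day 7 cultures, and its 52 day 7 reads at equal depth lay outside the cell with hair cell transcripts. No technical explanation was tested for these values, and no biological one. The design has no group that sets culture 4 apart from the other day 7 cultures.

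The median mitochondrial share of reads in day 7 culture 5 was 6.76%, far from the other day 7 cultures (3.90% to 4.51%). Culture 5 is the sole day 7 culture of the second file, so for this value the culture and the file cannot be told apart. On the other days too the share was higher in each culture of the second file (3.18% and 4.18% on day 1, 4.15% and 4.46% on day 3) than in that of the first (2.72% and 3.23%). This difference between files was not tested, and no biological explanation was tested. Day 7 culture 3 was far from the others in Podn, with 2.35 CPM against at most 0.454. That is below each of the day 1 cultures, whose lowest value was 24.3 CPM. No explanation was tested for the Podn value.

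The report leaves out reads of 4 transgenes and of the spike-ins, which hold signal. Reads of egfp were present in 90.7% of the retained cells, of ert2 in 7.59%, of icre in 5.91% and of tdTomato in 20.8%. Spike-in sequences had 47 reads in 2 cells. No control cells without transgenes are among the samples, so these shares have no measured background. Levels of egfp were 49.5 ± 9.87, 43.6 ± 8.73 and 27.4 ± 5.55 CPM on days 1, 3 and 7 (SD, n = 3, 3 and 5 cultures). In an exact permutation test over 3 days the p was 0.0184, and 0.0736 after adjustment over the 8 transgene tests, which does not pass the threshold. The shares of cells with ert2 or icre did not differ between days (exact permutation p 0.936 and 0.901).

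The share of cells with tdTomato reads was 26.01% ± 3.72 on day 1, 25.4% ± 2.99 on day 3 and 12.5% ± 5.85 on day 7 (exact permutation p 0.00455, adjusted 0.0364). Each of the 5 day 7 cultures was below each of the other 6, and on leaving out 1 culture the exact permutation p ran from 0.00667 to 0.0114. After adjustment these were 0.0302 to 0.0914, past the threshold only without day 1 culture 3 or day 3 culture 1. In CPM tdTomato was at 6.78 ± 2.59, 5.58 ± 1.94 and 3.15 ± 1.74 on days 1, 3 and 7 (exact permutation p 0.0825, adjusted 0.220), which does not pass the threshold. Of the positive cells, 16.2% had 1 or 2 reads. Sequencing depth was tested by thinning to equal depth, where the shares were 22.5%, 20.8% and 9.61% and the exact permutation p was 0.00195 (adjusted 0.0156), so unequal depth does not account for the difference. Stray reads from other libraries were tested by asking for at least 5 reads. The shares were then 19.1%, 20.7% and 9.51% (exact permutation p 0.0199), which is 0.0797 after adjustment and no longer passes the threshold. Each day 7 culture was still below each day 3 culture (exact permutation p 0.0179, the smallest possible). Against day 1 the p was 0.0536, and day 1 culture 3 at 11.6% lay below day 7 cultures 1 and 5 at 12.8% and 13.3%. Stray reads therefore stay open, and cannot be told apart from fewer expressing cells. In the second file the shares were 26.7%, 24.5% and 17.3%, and in the first 24.5%, 27.1% and 11.3%, so the direction was the same in both. A lower reporter level in every cell predicts fewer reads in the positive cells of day 7. Their median was 4.14 CPM higher on day 7 than on day 1 (exact permutation p 0.554), a difference within the spread of the cultures, so a lower level cannot be told apart from fewer expressing cells. If positive cells were supporting cells, they would be higher in the supporting cell list than negative cells of their own culture. The difference was 0.24 log2 (SD 0.29, exact sign-flip p 0.0234), but positive cells were higher in 7 of 11 cultures only, which leaves this open. Slower division of positive cells predicts a lower share of proliferating cells among them than among negative cells of their own culture. The mean difference over the 11 cultures was -5.91 percentage points (SD 23.3, exact sign-flip p 0.422), lower in positive cells in 8 of them. On day 3 the means were 48.6% and 66.6%, lower in each of the 3 cultures, and on day 7 they were 56.8% and 57.1%. The shares in positive cells of day 7 ran from 0% in culture 2, with 1 positive cell, to 100% in culture 1, with 5. The day 7 means and the mean over the 11 cultures include these shares. On day 7 the SD of the difference was 33.6 points, so the near equality there rests on few cells. Slower division is thus neither shown nor excluded, and differing growth with days in culture, which the design names, stays open.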

How the results depend on the processing

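Tests chosen only after the data were seen are rounding after the sum, cultures numbered 1 to 3 without a block, the offset for gene length and GC content, and the tdTomato share at equal depth or with at least 5 reads. Where a value below differs, the cause was not tested unless it is given. Separation of days kept its side of the threshold under each of its 18 alternatives, with R2 from 0.327 to 0.445. The tdTomato share (adjusted exact permutation p 0.0364, eta squared 0.723) passed it at equal depth (0.0156) and without day 1 culture 3 (0.0302) or day 3 culture 1 (0.0381). It did not with at least 5 reads (eta squared 0.605, 0.0797) or without any other culture (0.0533 to 0.0914), with an eta squared of 0.7002 to 0.816 on leaving out 1 culture. Without 1 culture the R2 of the separation of days was 0.344 to 0.367. With the replicate block it was 0.395 (exact permutation p 0.0278, the smallest possible). Deviations from the day mean of same-numbered cultures of different days correlated weakly (-0.0101 to 0.0614), within the range of other pairs (-0.0851 to 0.0716). Among day 3 cultures, however, each day 1 culture correlated most with that of its own number (0.0494, 0.0614 and 0.0194). Among day 7 cultures this held for day 1 cultures 1 and 3 but not 2. The same-numbered day 1 and day 3 cultures also share a file. A link between same-numbered cultures is thus neither shown nor excluded.

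Called genes are given as percent of the 17466 genes, also where an alternative tested more or fewer. For day 3 against day 1 edgeR called 2 genes (0.0115%). With library totals alone it was 1 gene (0.00573%), without a gene filter 13 (0.0744%), with the stricter gene filter 19 (0.109%) and with cells thinned to equal depth also 19 (0.109%). With the replicate block it was 8 (0.0458%), with cultures numbered 1 to 3 and no block 4 (0.0229%), with only both days in the fit 5 (0.0286%), and in the second file alone 18 (0.103%). DESeq2 called 1.53% and limma 69 genes (0.395%). With an equal number of cells edgeR called 0 (0%), with 1133 at an unadjusted p under 0.05. Leaving out 1 culture gave 0% to 0.0286%. It was 0 genes without day 3 culture 1 or 3 (1420 and 1395 at an unadjusted p under 0.05), 1 gene without day 1 culture 2 or 3, day 3 culture 2 or day 7 culture 1, 4 without day 1 culture 1 or day 7 culture 4, and 5 without day 7 culture 2.

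EdgeR called 7.11% of the genes for day 7 against day 1. DESeq2 called 13.2%, an equal number of cells gave 2.94% and the second file alone 0.716%. The last 2 have fewer cells, and the second file also fewer cultures. Leaving out 1 culture gave 2.50% to 7.90%, with 2.496% without day 1 culture 1, 2.90% without day 1 culture 2, 3.54% without day 1 culture 3, 4.63% without day 7 culture 3 and 4.71% without day 7 culture 4. Of the called genes 49.96% were higher on day 7, with size factors from DESeq2 41.4%, in the second file alone 33.6% and on leaving out 1 culture 31.7% (day 1 culture 1) to 53.5% (day 7 culture 5). Between days 7 and 3 edgeR called 0.968%. DESeq2 called 3.63%, an equal number of cells and only both days in the fit 0.395% each, the replicate block 0.567%, the file as a covariate 0.584% and the second file alone 0.115%. Leaving out 1 culture gave 0.200% to 0.996%. The value was 0.601%, 0.618%, 0.515% and 0.298% without day 1 culture 2, day 1 culture 3, day 3 culture 1 and day 3 culture 3, 0.2004% without day 3 culture 2, and 0.281% and 0.590% without day 7 cultures 1 and 2. The correlation of both sets of changes with day 1 was 0.54. It was 0.59 without a gene filter, 0.62 with the stricter one, 0.47 with an equal number of cells, 0.68 with limma, 0.49 with the replicate block, 0.47 with cultures numbered 1 to 3, 0.64 with only both days in each fit, 0.45 in the second file alone, and 0.48 to 0.64 on leaving out 1 culture.

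Of the 24 list tests camera called 17, fry 11 and camera at an estimated correlation 0, where 11 had an unadjusted p under 0.05. Leaving out 1 culture gave 15 to 19. Of all list values under an alternative, 88.2% kept direction and call, 51 lost the call, 22 gained it and 9 changed direction. Among these 9, the otic progenitor test for day 3 against day 1 turned upward without a gene filter (median 0.074), with an equal number of cells (0.067), without day 1 culture 3 (0.20) and without day 3 culture 3 (0.22). This list had medians of -0.017 to 0.22 on leaving out 1 culture. In the second file alone the GER list for day 7 against day 1 had 0.31, and for day 7 against day 3 the S phase list -0.48 and the G2/M list -0.83. Without day 7 culture 3 the G2/M test for day 7 against day 3 turned downward (0.041, of 0.041 to 0.45 on leaving out 1 culture), and without day 1 culture 1 the hair cell list for day 7 against day 1 had 1.41 (of -7.03 to 1.41). On leaving out 1 culture, camera calls were lost for S phase in day 7 against day 3 (without day 3 culture 3 or day 7 culture 3 or 4, adjusted p 0.0964 to 0.455). For day 3 against day 1 they were lost for Wnt targets (day 1 culture 2 or day 3 culture 1, 0.0775 to 0.0805), immediate early (day 1 culture 1 or 3, 0.0645 to 0.0960) and supporting cell (day 1 culture 3 or day 3 culture 1, 0.181 to 0.247). Supporting cell also lost its call for day 7 against day 3 (day 1 culture 3, day 3 culture 3 or day 7 culture 3 or 5, 0.0502 to 0.108). Calls were gained for G2/M in day 7 against day 3 (day 3 culture 2 or day 7 culture 1 or 5, 9.2e-05 to 0.0155). Between days 7 and 1 they were gained for GER (day 7 culture 1, 2 or 5, 0.0310 to 0.0458) and hair cell (day 1 culture 2 or 3, day 3 culture 1 or 2 or day 7 culture 4, 0.00589 to 0.0443).

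The share of proliferating cells had an eta squared of 0.592. Past the threshold no more were thinning to 50000 reads (0.537, exact permutation p 0.0563) or to 400000 (0.521, 0.0680), at least 5 reads (0.475, 0.0801), 1 gene more (0.531, 0.0641), the stricter cell filter (0.548, 0.0567) and the replicate block (0.789, 0.111). The second file alone gave 0.953 (exact permutation p 0.133), and its 30 assignments cannot give a p under 0.05. Leaving out 1 culture gave 0.496 to 0.799, and the threshold was not passed without any of the 3 day 1 cultures, day 3 culture 1 or 2, or day 7 culture 1 or 4 (exact permutation p 0.0528 to 0.0984). Its difference between days 7 and 3 was 4.24 points without day 7 culture 5 and otherwise down to -11.2 on leaving out 1 culture. The share with hair cell transcripts (0.499) passed the threshold at 50000 reads (0.49954, exact permutation p 0.0439), at 400000 (0.679, 0.0234), without thinning (0.571, 0.0498), with at least 5 reads (0.631, 0.0167), 1 gene fewer (0.684, 0.0197), 1 gene more (0.565, 0.0379) and no cell filter (0.62502, 0.0201). Leaving out 1 culture gave 0.380 to 0.835, past the threshold without day 1 culture 1 alone (exact permutation p 0.0306). Its difference between days 7 and 1 was 0.0536 points with 1 gene fewer and 0.256 without day 1 culture 1, the highest of a range from -2.63 on leaving out 1 culture.

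Genes detected gave an eta squared of 0.200 to 0.466 on leaving out 1 culture. Day 3 was above day 1 by 74.5 genes at 50000 reads, 71 with at least 5 reads and 59.2 without day 3 culture 2, the highest of a range from -155.3 on leaving out 1 culture. Cell-to-cell correlation passed the threshold over 500 genes (0.674), and gave 0.251 to 0.497 without 1 culture. Day 3 was above day 1 by 0.000213 at 50000 reads, 0.000137 over 500 genes and 0.00170 in the second file alone. Without 1 culture it was above by 0.00208 (day 1 culture 1), 0.0122 (day 1 culture 2) and 0.00258 (day 3 culture 3), and the lowest such difference was -0.0245. The number of clusters was 6, and 5, 13 and 7 at resolution 0.3, at resolution 1.0 and with cell cycle genes kept. Of 1451 values of named genes, 1269 kept direction and call, 10 gained a call, 5 changed direction and the others lost a call. Without day 1 culture 1, direction changed in the log2 fold change of day 7 against day 1 for Pvalb (3.70, of -7.79 to 3.70 on leaving out 1 culture), Pou4f3 (3.95, of -9.78 to 3.95) and Atoh1 (1.26, of -7.81 to 1.26). In the second file alone it changed for Tecta (0.34) and Fgfr3 (-9.34). Of the pairwise differences of cell measures 93.9% kept direction and call, 12 changed direction and 2 gained a call. Depth limits genes near 0, such as Sp8 with 3 reads on day 1, and shares of rare cells, where 3 cells of a culture make at least 3.53%.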

Other observations

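Of the tests reported here, those of the spread among day 7 cultures, of the dissociation and of gene length and GC content were chosen only after the result was seen.

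Other splits of the cultures were fitted in the same way to ask whether chance can be excluded. For day 7 against day 1, 1 of the 56 splits, the real one, gave as many called genes, and for day 7 against day 3 also 1 of 56. That is the smallest share that 56 splits can give, which argues against chance in both comparisons without excluding it. For day 3 against day 1, 1 of the 10 splits gave as many with edgeR, and 1 of the 10 with DESeq2. With 10 splits chance cannot be excluded by either tool.

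The deposited file was tested as a batch by adding it to the edgeR fit. Of the called genes, 2 of 2 stayed called for day 3 against day 1 and 795 of 1241 for day 7 against day 1. For day 7 against day 3, 85 stayed called and nearly as many lost their call. These values argue against the file as the whole cause of the calls, and the genes that lost their call stay open. An offset for gene length and GC content was tested for day 7 against day 1, and 1106 of 1241 genes stayed called, which argues against a length or GC trend as the whole cause. Differences between cultures that are unrelated to day predict similar numbers of called genes in the other splits. For day 7 against day 1 no other split gave more than 2 genes, and the real one gave 1241. For day 7 against day 3 none gave more than 16, and the real one gave 0.968% of the genes tested. This argues against such differences as the whole cause in both comparisons. For day 3 against day 1 they stay open. Days in culture, the biological explanation, cannot be told apart from differences that go along with day and that the labels do not describe.

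The hair cell list was higher on day 3 than on day 1. The explanation that a few cells carry it predicts that most reads of the list genes lie in the cells picked by the other hair cell genes. On day 3, 76.5% of the reads of the list genes not used for picking were in 9 picked cells. Over all cells these genes had 284.3 ± 186.98 CPM on day 3 (SD, n = 3) and 142.7 ± 70.4 on day 1 (n = 3), and without picked cells 66.5 ± 7.78 and 95.8 ± 29.2. Their rise was in day 3 cultures 2 and 3 (441.4 and 333.96 CPM), while culture 1 at 77.5 CPM lay below each day 1 culture, the lowest at 79.9. The picked cells held 85.1% and 79.4% of these reads in cultures 2 and 3 and 27.2% in culture 1. In cultures 2 and 3 the rise is therefore consistent with a few cells that carry hair cell transcripts, as a hypothesis. Whether these formed in culture or were carried over from the tissue was not tested.

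The share of proliferating cells differed by 61.6 percentage points between day 7 cultures at equal depth and by 59.4 without thinning, so unequal depth does not account for the spread. Among the 4 day 7 cultures of the first file it differed by 41.0106 points, with exact 95% intervals of 29.5 to 63.1 in culture 2 and 76.7 to 93.9 in culture 3. This argues against the file as the whole cause. Differences between cultures in growth stay open and were not tested.

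The immediate early list was higher on day 7. If a few cells carried it, the median cell would not change. At equal depth the median cell had 0.333 ± 0.577 reads of Fos on day 1 (SD, n = 3) and 66.7 ± 14.9 on day 7 (n = 5), a difference of 66.4 (exact permutation p 0.0179, the smallest possible), which argues against a few cells. Dissociation of the organoids was tested with Hspa1a, Hspa1b and Atf3, which had log2 fold changes of 0.63, 0.08 and 1.73 for day 7 against day 1 and a median of 0.63. Each day was dissociated separately and larger organoids may take longer, so dissociation and day in culture cannot be told apart.

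Among the retained cells, 67.9% had reads of Xist and of no Y-linked gene, 18.6% of Y-linked genes alone, 10.8% of both and 2.67% of neither. The explanation of 2 cells in 1 well predicts cells with many reads of each and more genes. At least 10 reads of each were present in 1.55% of the cells, 11 in number, which had 1.18 times the genes of other cells of their culture. Most cells with both had fewer reads of the rarer kind. In day 7 cultures 1 to 3 its median was 3, 3 and 2 reads. Cells with both had a median of 7193, 6129.5 and 7287 genes there, against 7137, 6201 and 7112 in cells with 1 kind. This argues against 2 cells in 1 well for most cells with both in these cultures. Elsewhere 2 cells in 1 well and stray reads cannot be told apart. On days 1 and 3 cells with both had more genes in each culture. The share with both was unequal between cultures, at 43.6%, 21.6% and 23.6% in day 7 cultures 1 to 3 and 11.5% and 4% in cultures 4 and 5, against 2.33% to 8.14% on days 1 and 3. No test asked for the cause of this difference. Day 1 culture 1, day 3 culture 1 and day 7 culture 4 had 0 cells with Y-linked reads alone, of 53, 85 and 78 cells. The labels do not give the sex of the animals behind a culture, and no biological explanation was tested.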
